A study of Mus musculus with 2 samples. Its data were reported in "Ontogeny and transcriptional regulation of Thetis cells" (2026).

How the data were processed

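Cells negative for lineage markers, which the study sets per tissue and strain, were sorted by the authors from Il7r fate-mapped mice (9 fetal, 4 at P7) and Rorc reporter mice (25 fetal, 9 at P7). Liver and bone marrow of both stages, but not anlagen or mLN, are described as depleted beforehand of T, B, NK and erythroid cells and granulocytes (with antibodies to CD3e and the T cell receptors, B220 and CD19, NK1.1, Ter-119 and Ly-6G). Fetal donors were taken up to day 18.5 of gestation, from day 16.5 per the labels' design text but from day 17.5 per their protocol. Cells were fixed, stained with hashtag antibodies, hybridised to a mouse probe panel (10x Flex) in 14 wells and pooled in equal numbers. Well 1 held the Il7r anlagen sort, wells 2 to 5 the Il7r FL sort, wells 7 and 8 the Il7r mLN sort, wells 9 to 12 the Il7r P7 liver sort and well 13 the Il7r P7 bone marrow sort. Well 6 held both fetal sorts labelled RorcVenus and the Il7r fetal bone marrow sort, and well 14 both P7 RorcVenus sorts, told apart by hashtag.

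The counts were made by the authors with Cell Ranger 8.0.0 on mm10, and the deposited matrices hold raw UMI counts of 19059 genes and raw counts of 7 hashtags for 110593 barcodes. Hashtags were assigned by the authors in Seurat 4.4.0. The authors kept singlets with more than 1000 and fewer than 60000 UMIs, more than 500 and fewer than 8000 genes and under 10% mitochondrial UMIs, and left out 10 clusters as contaminants or low quality. The deposited mitochondrial values are percentages of each cell's UMIs, computed by the authors, with a median of 0.508%. Within those limits lay 107930 barcodes, of which 101192 were annotated and 6738 were not. Annotated cells had 1001 to 59977 UMIs, and the deposited total of a cell differed from the summed matrix counts by at most 9 UMIs. In annotated cells 17525 genes had a UMI, and 16732 had one in at least 2 cells.

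Cell classes were taken from the deposited annotation: 53 clusters of all cells, and 23 clusters of a subset of 14581 cells. TLP, TCP, LTiP and TC I-IV are classes of the subset, which took 10231 of 35186 FL cells, 3683 of 4814 anlagen cells and 667 of 15376 mLN cells, and none from other sites. TC, LTi cells and CCR7+ cDC, and the classes compared between stages, are clusters of all cells. In that annotation 201 of the 225 TLPs, 95 of the 156 TCPs and 210 of the 215 LTiPs lay in a cluster named mixed. The authors clustered these same counts, so genes that define a class are not independent of it. Hashtags cannot show doublets in wells with 1 hashtag, no doublet caller was run, and free RNA was not removed. Of the per-cell columns, 8 were not used.

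The RNA library and the hashtag library are 1 sample each, and cells and wells are not replicates, so no test was run and no gene was called changed. The study tested genes with cells as replicates, which was not repeated here. UMIs were summed over the cells of a class and scaled to CPM (a gene's UMIs per 1000000 UMIs of the class), with exact Poisson intervals. A fold is the ratio of 2 levels, with an exact interval conditional on the total of the 2 counts. Against a class with 0 UMIs it was computed at a floor of 3 counts over the class and is given as at least that size. Log2 ratios had a pseudocount of 5 CPM added to both levels. Shares of cells have exact Clopper-Pearson intervals, and a share of 0 has a floor of 3 cells. To compare shares of cells with a UMI, each cell was thinned to 3000 UMIs and shallower cells were left out. Intervals and floors cover counting error only.

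Gene lists (34 lists of 6 to 18 genes for cell types, pathways and other cell types the sorts could hold) were fixed before the data were examined, as were the comparisons, the alternatives and the rule for naming genes, except where stated. Some lists share genes with those the study chose on these cells. The TC list holds Il1r2 and other genes of the study's TCP list, and the ILCP list holds Zbtb16 and Pdcd1 of its LTiP list. A list was described by its median log2 ratio, with an interval from 200 Poisson resamples, and by the percentile of that median among 10000 random lists matched on mean expression in bins of 50 genes. Named genes had at least 50 CPM, 30 UMIs and a UMI in at least 10% of cells in the higher class, with separate 95% intervals. The 12 with the largest log2 ratio in each direction were taken, without ribosomal, mitochondrial, Gm-numbered and Rik genes, together with genes fixed for the comparison and list members. Coordinates are from GENCODE M21 (mm10), whose gene identifiers matched the deposited ones for the 4 genes given.

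Alternatives were TMM factors (edgeR) in place of total UMIs, pseudocounts of 1 and 20 CPM, lists of genes with at least 10 CPM, the mean of per-cell CPM, each sort alone, leaving out the 5% of cells with the most UMIs, leaving out each well, other denominators and thinning to 1500 UMIs or none. Alternatives had to leave at least 20 cells in both classes. A comparison of mLN cells alone was added after the data were examined. The TMM shift of a comparison is the amount, on the log2 scale, by which TMM factors lower every ratio of the first class to the second. It was 0.52 for TCs against CCR7+ cDCs, 0.12 for TCs against LTi cells, -0.15 for FL TLPs, between -0.18 and 0.15 for the stage comparisons and at most 0.1 in size otherwise.

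The method was tested on counts simulated from the levels and depths of TLPs against TCPs (4899 genes of at least 50 CPM, 200 of them changed, 50 at each fold). Separate intervals were found for 92% of genes changed 1.5-fold, for 100% of those changed 2-fold, 4-fold or 8-fold, and for 0.447% of unchanged genes. The 24 genes with the largest log2 ratios were all changed ones, but the naming rule's filters on UMIs, share of cells and intervals were not applied. With 50 genes changed 8-fold, that outcome was near certain. Of 100 unchanged lists of 15 genes 97% lay between percentiles 2.5 and 97.5. Simulated counts held Poisson error alone, so these rates do not cover variation between cells, wells or tissues. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.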

Results

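Single-cell RNA profiles were collected from lineage-negative mouse cells sorted in either of 2 ways. The Il7r sort held tdTomato+ cells of an Il7r-cre fate-mapping strain, whose label stays in any cell whose ancestors expressed the IL-7 receptor. The RorcVenus sort is labelled as Venus+ cells from a reporter of Rorc, the gene for the transcription factor RORγt. Both sorts covered fetal liver (FL), fetal mesenteric anlagen (the rudiments of gut-draining lymph nodes), and liver and mesenteric lymph node (mLN) at postnatal day 7 (P7). Fetal and P7 bone marrow were in the Il7r sort only. The 2 GEO samples were the RNA library (group GEX, 1375875119 UMIs) and the hashtag library (group HTO, 524070722 counts) of the same cells, with 1 sample in each group. The cells were spread over 14 hybridisation wells, most of which held a single sort, so well largely goes with tissue, stage and sort. The deposited annotation kept 101192 cells, with a median of 10314 UMIs and 3675 genes per cell. The Il7r sort gave 34598 cells from FL, 3826 from anlagen, 462 from fetal bone marrow, 39961 from P7 liver, 5319 from P7 bone marrow and 11739 from mLN. The RorcVenus sort gave 588 cells from FL, 988 from anlagen, 74 from P7 liver and 3637 from mLN. Rorc was low for this label in the fetal sorts, at 47.2 CPM with a UMI in 14.7% of cells in anlagen and 43.6 CPM in 10.4% in FL, against 966 CPM in 89.6% in mLN. In the Il7r sort it was at 620.4 CPM in anlagen and 8.19 CPM in FL, so the fetal sorts are named by their label only. With 1 RNA sample there was no replicate check, so all comparisons describe this library. Intervals are at 95% and cover counting error only.

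The first question was at which sites and stages Thetis cells (TCs), RORγt+ antigen-presenting cells, and their progenitors occur. The study named 3 RORγt+ progenitor classes: the Thetis-LTi progenitor (TLP), the TC progenitor (TCP) and the progenitor of lymphoid tissue inducer (LTi) cells (LTiP). TLPs made up 0.491% (0.420 to 0.571) of the FL Il7r sort, with 170 cells, and 0.221% (0.145 to 0.324) of the mLN Il7r sort, with 26 cells. They were 1.11% (0.557 to 1.98) of the anlagen sort labelled RorcVenus, with 11 cells, and 1 of the 588 cells of the FL sort so labelled (0.170%). TCPs and LTiPs lay mostly in the mLN Il7r sort, at 1.20% (1.01 to 1.42) with 141 cells and 1.72% (1.49 to 1.97) with 202 cells. The mLN RorcVenus sort held 0 TLPs, 1 TCP (0.0275%) and 5 LTiPs (0.137%) among 3637 cells. Of those cells, 103 entered the clustering that named these classes. The FL Il7r sort held 1 TCP and 0 LTiPs among 34598 cells. Of these, only 10163 entered that clustering, so the count of 0 sets no limit on LTiPs among the rest. In anlagen the Il7r sort held 17 TLPs (0.444%), 10 TCPs (0.261%) and 8 LTiPs (0.209%). The clustering that named these 3 classes took cells from FL, anlagen and mLN only, with 667 of the 15376 mLN cells, so it says nothing about P7 liver or bone marrow. TCs, named in the clustering of all cells, made up 2.00% (1.76 to 2.27) of the mLN Il7r sort and 2.69% (2.19 to 3.27) of the mLN RorcVenus sort. In anlagen they were 1.52% (0.852 to 2.49) of the sort labelled RorcVenus, with 15 of 988 cells, and 0.131% (0.0424 to 0.305) of the Il7r sort, with 5 cells. The TC cluster overlaps the progenitor classes, as it held all 291 TC I-IV but also 56 TCPs and 5 TLPs, and of TC I-IV these anlagen sorts held 11 cells and 1 cell. The study reports that TCs emerge after birth. The well of the anlagen sort labelled RorcVenus also held unannotated barcodes led by the hashtag of the mLN Il7r sort. Whether the TCs of that anlagen sort were fetal was not tested. Fewer TCs lay in the P7 liver Il7r sort, with 3 of 39961 cells or 0.00751% (0.00155 to 0.0219), and 1 of 74 cells of the P7 liver RorcVenus sort was a TC. No TC was found in FL (with 0 of 588 cells in the sort labelled RorcVenus), P7 bone marrow or fetal bone marrow, which allows shares in the Il7r sorts of up to 0.00867%, 0.0564% and 0.649%. LTi cells, which start the building of lymph nodes, already filled the fetal anlagen, at 67.0% (65.5 to 68.5) of the Il7r sort, and made up 43.0% (42.1 to 43.9) of it in mLN. They were 91.0% (90.0 to 91.9) of the RorcVenus sort in mLN but 4.76% (3.52 to 6.28) of the sort so labelled in anlagen, where erythroid and megakaryocyte cells were 34.3% and neutrophil-lineage cells 28.3%. Shares depend on each sort's gates and depletion, and over all barcodes within the study's limits, not annotated cells alone, that anlagen sort was 2.99% LTi and 21.6% erythroid and megakaryocyte cells. The TC share of the mLN RorcVenus sort was 0.810% without the 5% of cells with the most UMIs.

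**Figure D1:**
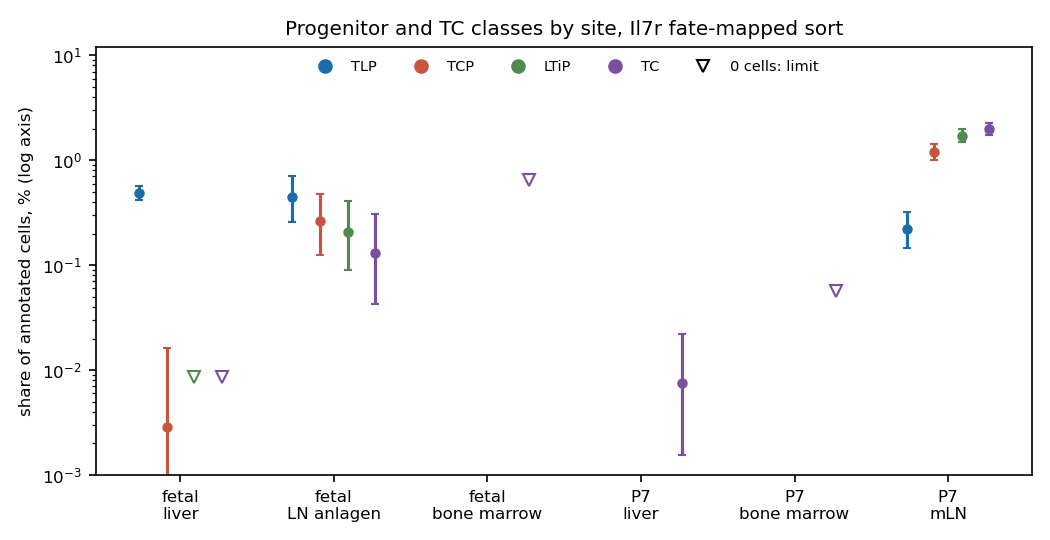
Share of annotated cells, in percent on a log axis, that were TLPs, TCPs, LTiPs or TCs at each site of the Il7r sort. Points are shares with exact 95% binomial intervals, open triangles mark the limit that 0 cells allows, and TLPs, TCPs and LTiPs are drawn only at the 3 sites whose cells were clustered for them. Only part of the cells of these sites were so clustered, so for LTiPs in fetal liver the triangle is not a limit over all cells. TLPs were 0.491% in fetal liver, and TCs were 2.00% in P7 mLN.

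The next question was which progenitors express the genes used for fate mapping or deletion. These were Il7r (IL-7 receptor α chain; ENSMUSG00000003882, mm10 chromosome 15, 9505788 to 9530176, minus strand), Siglecf (a sialic acid-binding lectin of eosinophils; ENSMUSG00000039013, chromosome 7, 43351341 to 43359531, plus strand) and Spi1 (the myeloid transcription factor PU.1; ENSMUSG00000002111, chromosome 2, 91082390 to 91115756, plus strand). All are protein-coding genes, as is Rorc (ENSMUSG00000028150, chromosome 3, 94372794 to 94398276, plus strand), and values are sums over whole genes. Siglecf marked TLPs at 103 CPM (90.5 to 118) and TCPs at 104 CPM (87.1 to 123), with less in LTiPs at 36.5 CPM (27.7 to 47.2) and little in TC I-IV at 4.94 CPM (2.83 to 8.03). Spi1 was high in TLPs at 481 CPM (453 to 511), TCPs at 461 CPM (424 to 499) and TC I-IV at 567 CPM (542 to 594). It was lower in LTiPs at 155 CPM (136 to 175) and lowest of these in LTi cells at 20.6 CPM (19.5 to 21.7). Il7r ran the other way, with 24.5 CPM (18.5 to 31.9) in TLPs, 29.2 CPM (20.5 to 40.2) in TCPs, 286 CPM (260.5 to 313.7) in LTiPs and 741 CPM (735 to 748) in LTi cells, and common lymphoid progenitors (CLPs) had 49.9 CPM (46.7 to 53.3). After each cell was thinned to 3000 UMIs, Il7r was seen in 8.44% (5.16 to 12.9) of TLPs, 12.5% (10.9 to 14.3) of CLPs and 45.8% (39.0 to 52.7) of LTiPs, against 0.189% in erythroid and megakaryocyte cells, taken as background. Siglecf was seen in 22.2% (17.0 to 28.2) of TLPs, 22.7% (16.4 to 30.2) of TCPs, 10.3% (6.56 to 15.2) of LTiPs and 1.03% (0.213 to 2.98) of TC I-IV. As background it was seen in 3.03% (2.46 to 3.69) of erythroid and megakaryocyte cells, above the share of TC I-IV, and in 0 of 1022 γδ T cells. Spi1 was seen in 70.7% (64.2 to 76.5) of TLPs and 24.8% (19.1 to 31.1) of LTiPs, against 15.1% of erythroid and megakaryocyte cells and 0.451% of γδ T cells. Without thinning the Il7r shares were 17.3% of TLPs, 35.5% of CLPs and 67.0% of LTiPs, with 0.924% of erythroid and megakaryocyte cells, and the Siglecf shares 36.0% of TLPs and 38.5% of TCPs. Median depths were 9591 UMIs in TLPs, 8111.5 in TCPs, 7187 in LTiPs, 28702 in erythroid and megakaryocyte cells and 4351 in γδ T cells, and thinning left out 0 TLPs, 2 TCPs, 1 LTiP and 0 TC I-IV.

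**Figure D2:**
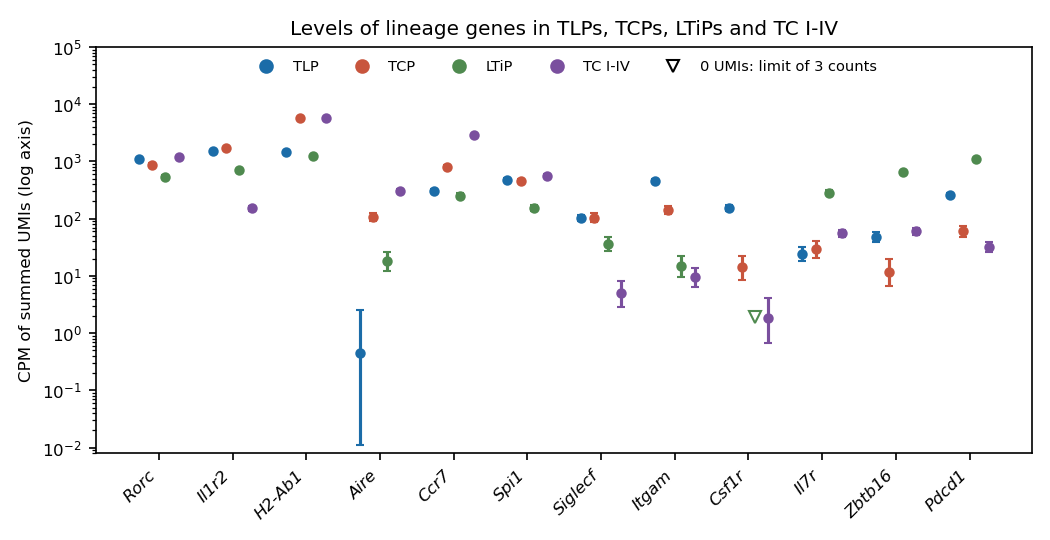
Levels in CPM (y axis, log scale, from UMI counts summed over cells) of 12 lineage genes in TLPs, TCPs, LTiPs and TC I-IV. Points are levels with exact 95% Poisson intervals, and an open triangle marks the limit that 0 UMIs allows; Siglecf and Spi1 were at 103 and 481 CPM in TLPs, and Zbtb16 and Pdcd1 were highest in LTiPs.

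Among FL progenitors, the question was what sets the TLP apart. The 171 FL TLPs were compared with the sum of 4441 lymphoid-primed multipotent progenitors (LMPPs), CLPs, monocyte and dendritic cell progenitors (MDP/CDP), pre-pDCs and ILC progenitors (ILCPs). Rorc was 114-fold (105 to 124) higher in FL TLPs, at 1168 against 10.2 CPM. Csf2, the gene for GM-CSF, was 852-fold (583 to 1295) higher, and Ccr6, the CCL20 receptor, 57.1-fold (50.05 to 65.3) higher. Il1r2, a decoy receptor for IL-1, was 10.9-fold (10.5 to 11.4) higher, Itgam (CD11b) 7.38-fold (6.87 to 7.93), Siglecf 8.99-fold (7.70 to 10.5) and the MHC class II gene H2-Ab1 11.6-fold (11.02 to 12.1). Il2rb, an IL-2 and IL-15 receptor chain, and Il18r1 were 32.7-fold and 42.8-fold higher, and Tcf7 and Tox, transcription factors of early ILCs, were 8.36-fold (7.73 to 9.03) and 9.65-fold (8.99 to 10.3) higher. In contrast, Mpo (myeloperoxidase) was 48.3-fold (41.3 to 56.9) lower, Rag1 (V(D)J recombinase) 84.6-fold (29.0 to 410.5), the CLP surface gene Ly6d at least 71.0-fold, the B cell receptor gene Cd79a at least 47.7-fold and Cd34 3.06-fold (2.82 to 3.33). With the mean of per-cell CPM the log2 ratios of Mpo, Rag1 and Cd79a were -4.85, -5.11 and -4.72, against -5.52, -4.46 and -4.09 with summed counts. RANK and non-canonical NF-κB genes were higher in TLPs for 15 of 15 measured members, with a median log2 ratio of 2.72 (2.62 to 2.77). So were 15 of 16 MHC class II genes, with a median of 2.27 (2.18 to 2.45), and 12 of 14 LTi genes, with a median of 2.17. Stem and progenitor genes were lower for 13 of 14 members, with a median of -1.39, and proliferation genes for 16 of 16, with a median of -1.33. All these medians lay at percentile 0 or 100 of 10000 random lists matched on expression. Il7r was at 19.7 against 25.4 CPM, a ratio of 0.773 whose interval (0.537 to 1.08) holds 1, and Csf1r, the M-CSF receptor, at 174 against 188 CPM. Spi1 was 1.20-fold (1.12 to 1.29) and Sirpa 1.87-fold higher, and the cytokine receptor gene Flt3 was at 122 against 178 CPM. The pDC genes Siglech, Tcf4 and Bst2 were 3.21-fold, 2.10-fold and 1.47-fold lower. Zbtb16 (PLZF) and Pdcd1 (PD-1) were at 48.3 and 230.2 CPM in TLPs but at 954 and 795 CPM in ILCPs, whose Rorc was at 68.7 CPM. Cd300lg, a gene of transitional DCs, was at 4.49 against 1.93 CPM. Macrophage genes, markers of another cell type, were higher for 10 of 10 members, with a median of 1.75 (0.76 without the 5% of cells with the most UMIs, 1.11 without well 2). Immediate early and heat shock genes, which tissue handling can raise, were higher for 10 of 12, with a median of 0.61. Parts of this pattern were shared with other FL classes of the Il7r sort, named in the clustering of all cells. Lymphoid and ILC transcription factors summed to 5206 CPM in FL TLPs and 5871 CPM in FL ILCPs. MHC class II genes summed to 10108 CPM in FL TLPs but to 13949 CPM in FL CDPs and 19191 CPM in FL preDC2 cluster 1. LTi cells, 59 in the FL Il7r sort, were not a compared class. Those of fetal anlagen had Rorc at 882 CPM and Ccr6 at 442 CPM, so neither gene is particular to TLPs. The classes were defined by clustering these same cells, so the genes that separate them are not independent of their definition. The TMM shift of this comparison was -0.15 on the log2 scale, smaller than each median given.

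TLPs and TCPs were compared to ask how the FL progenitor differs from the immediate progenitor of TCs. TLPs (225 cells, 2243269 UMIs) were higher in stem and progenitor and fetal genes. Cd34, a surface sialomucin of stem and progenitor cells, was 12.7-fold (8.81 to 18.97) higher, Csf1r 10.8-fold (6.73 to 18.4) and Itgam 3.19-fold (2.72 to 3.76). Igfbp4, a binder of insulin-like growth factors, was 15.2-fold (10.4 to 23.0) higher, and the T cell costimulator Cd28 50.02-fold (13.6 to 416). TCPs (156 cells, 1267991 UMIs) were higher in antigen-presentation genes, with H2-Ab1 4.03-fold (3.87 to 4.204) and H2-Aa 3.604-fold (3.48 to 3.73) higher, and in Ccr7, the lymph node homing receptor, by 2.68-fold (2.43 to 2.96). They were also higher in Aire, the autoimmune regulator, by 241-fold (42.5 to 9572), in the neuropeptide gene Gal by 187-fold (51.0 to 1551), in Ccnd1 (cyclin D1) by 13.3-fold (11.3 to 15.7) and in Adam23 by 69.0-fold. MHC class II genes were lower in TLPs for 15 of 16 members, with a median log2 ratio of -1.57 (-1.72 to -1.52), and RANK and non-canonical NF-κB genes for 15 of 15, with a median of -0.92. Mature DC genes were lower for 11 of 14, with a median of -1.39, and TC genes for 14 of 17, with a median of -1.0, all at percentile 0. Stem and progenitor genes were higher in TLPs for 11 of 14 members, with a median of 0.67, and MDP/CDP genes for 8 of 9, with a median of 1.03. Myeloid and DC transcription factors did not stand apart, with 9 of 15 higher and a median of 0.06 at percentile 50.7. Monocyte genes had a median of 0.58 at percentile 96.4, with 6 of 8 higher, but their summed level was lower in TLPs, at 1479.5 against 3040.2 CPM. Higher in TLPs were CLP genes for 9 of 10, with a median of 0.54, pre-pDC genes for 7 of 9, with a median of 1.05, and proliferation genes for 14 of 16, with a median of 0.45. The fetal list, built on the RNA-binding protein LIN28B and its targets, was higher for 11 of 11 members, with a median of 1.19, and the interferon list for 12 of 12, with a median of 1.02. Neutrophil and erythroid genes, markers of other cell types, were also higher for 12 of 12 and 12 of 12 members, with medians of 2.00 and 0.63. So were macrophage genes for 9 of 10, with a median of 0.98 (0.32 without the 5% of cells with the most UMIs), endothelial genes for 5 of 5, with 1.08, T cell genes for 8 of 11, with 0.70 (0.03 without well 8), and immediate early and heat shock genes for 9 of 12, with 0.80. Over members of at least 10 CPM the neutrophil and erythroid medians were 2.90 and 5.59, and that of the fetal list 1.89. Erythroid genes summed to 940 CPM in all TLPs but to 55.6 CPM in FL TLPs, against 51.3 CPM in TCPs. Their excess thus did not come from FL TLPs. The list the study chose for TLPs on these cells was higher for 5 of 8 members and its TCP list for 2 of 8, which is not independent evidence. The TC list holds genes of that TCP list, so its result is not independent either. Over all sites Il1r2 (1503 against 1706 CPM), Siglecf and Spi1 were alike in both, with Siglecf at a ratio of 0.993 (0.799 to 1.24) and Spi1 at 1.05 (0.944 to 1.16). Siglecf was lower in the few TLPs of mLN than in those of FL. Its likeness to TCPs, mostly mLN cells, thus covers FL TLPs but not those of mLN. Thbs1 (thrombospondin 1), Apoe (a lipid carrier) and S100a8 (a neutrophil calprotectin subunit) were 33.7-fold, 31.0-fold and 14.5-fold higher in TLPs, with a log2 ratio of 3.37 for Apoe without well 5 (4.15 with it). TLPs came mostly from FL and TCPs from mLN, and between the 26 TLPs and 142 TCPs of the mLN alone the MHC class II median was -1.17 and those of the CLP, stem and interferon lists 0.97, 0.27 and 0.31. There the MDP/CDP, fetal, erythroid, macrophage and endothelial medians were 0, the neutrophil median was -0.45, that of T cell genes 1.80 and that of immediate early and heat shock genes -0.25, and the log2 ratios of Igfbp4, Thbs1, Apoe and S100a8 were 2.84, 0.53, 0.25 and -0.48. Members without a UMI in either mLN group enter these medians as 0, so a median of 0 does not show equal levels.

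TCPs and LTiPs are the progenitors that the study places at the split between TCs and LTi cells, and both came mostly from mLN. In TCPs Il1b was 287-fold (122 to 884) higher and the hemidesmosome collagen gene Col17a1 307-fold (84.6 to 2544). Also higher were the chemokine gene Ccl22, by at least 76.5-fold, the actin bundler Fscn1, by 27.5-fold (21.1 to 36.7), and H2-Ab1, by 4.68-fold (4.45 to 4.92). Gal, Cadm3 and the complement gene C1qb, with 0 UMIs in LTiPs, were at least 88.2-fold, at least 86.9-fold and at least 78.6-fold higher, and Ccnd1 was 35.9-fold (26.6 to 49.6) higher. In LTiPs the T cell receptor gene Trbc1 was 48.5-fold (34.2 to 71.0) higher, its signalling partner Cd3g 37.8-fold and Zbtb16 54.4-fold (32.9 to 97.6). So were Pdcd1, by 18.1-fold (14.4 to 23.0), Il7r, by 9.81-fold (7.01 to 14.1), and the cathepsin gene Ctsw, by 16.7-fold. Cldn5, a tight junction gene, and the guidance receptor gene Robo1, at 0 UMIs in TCPs, were at least 88.3-fold and at least 44.1-fold higher. MHC class II genes were higher in TCPs for 15 of 16 members, with a median log2 ratio of 2.26 (2.17 to 2.37), and TC genes for 16 of 16, with a median of 1.79. So were mature DC genes for 10 of 14, with a median of 1.62, and proliferation genes for 16 of 16, with a median of 1.16. RANK and non-canonical NF-κB genes were higher for 13 of 15 members, with a median of 0.65 at percentile 99.8, and myeloid transcription factors for 11 of 15, with a median of 0.59. Among these, Spi1 was 2.98-fold (2.56 to 3.47) higher. Macrophage genes, markers of another cell type that include C1qb, were higher for 5 of 6, with a median of 1.74 (2.49 over members of at least 10 CPM) and a summed level of 222 against 9.43 CPM. Monocyte genes were higher for 6 of 8, with a median of 1.14 (1.81 over members of at least 10 CPM). Lymphoid transcription factors were lower in TCPs for 14 of 15 members, with a median of -0.85, ILCP genes for 11 of 12, with a median of -1.01, and ILC1/NK genes for 11 of 12, with a median of -1.98, all at percentile 0.02 or lower. T cell genes were lower for 9 of 11, with a median of -0.36 (-1.16 over members of at least 10 CPM) at percentile 2.02. Tcf7 (547 against 859.8 CPM) and Tox (300.5 against 545 CPM) were present in both. Of the lists the study chose on these cells, which are not independent evidence, its TCP list was higher in TCPs for 7 of 8 members and its LTiP list for 0 of 6. The TC list holds genes of that TCP list, such as Il1r2, and the ILCP list holds Zbtb16 and Pdcd1 of that LTiP list. The TC and ILCP results are thus not independent either. Il4i1, an amino acid oxidase of mature DCs, was 25.9-fold (22.1 to 30.4) higher in TCPs, a log2 ratio of 4.63 that was 5.54 without well 7.

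TLPs and LTiPs were compared to ask which part of the TLP program the LTi-restricted progenitor shares. In TLPs Il1b was 183-fold (78.1 to 564) higher, Csf1r, with 0 UMIs in LTiPs, at least 81.3-fold, Itgam 30.2-fold (20.2 to 47.3), Mpeg1 (a pore-forming protein of phagocytes) 31.6-fold (22.1 to 46.7) and Spi1 3.11-fold (2.71 to 3.59). Mki67, the Ki-67 gene of cycling cells, was 13.02-fold (7.89 to 23.1) higher. LTiPs were higher in Trbc1 by 38.1-fold (30.1 to 48.9), in Zbtb16 by 13.5-fold (11.1 to 16.6), in Il7r by 11.7-fold (8.81 to 15.7), in the cell adhesion gene Dscam by 84.1-fold (42.4 to 196), in Mdk by 214-fold and in the chemokine receptor gene Ccr8 by 213-fold. MDP/CDP genes were higher in TLPs for 9 of 9 members, with a median log2 ratio of 2.26, and proliferation genes for 16 of 16, with a median of 1.83. So were TC genes for 15 of 17, with a median of 0.76, and MHC class II genes for 13 of 16, with a median of 0.69 (0.51 to 0.81). Markers of other cell types moved with these. Macrophage genes were higher for 10 of 10, with a median of 1.76 (2.98 over members of at least 10 CPM), monocyte genes for 6 of 8, with 1.21, and erythroid genes for 10 of 12, with 0.73 (5.53). T cell genes were lower for 6 of 11, with -0.69, and endothelial genes higher for 3 of 5, with 1.02, but summed levels ran against both, at 477 against 445 and 220.2 against 334 CPM. ILC1/NK genes were lower for 11 of 13, with -1.49 (-2.18 over members of at least 10 CPM). ILCP genes were lower for 8 of 12 members, with a median of -1.41 at percentile 0. LTi genes did not stand apart, with 7 of 14 members higher and a median of -0.09 at percentile 26.3. The study's own TLP list was higher for 8 of 8 members and its LTiP list for 0 of 6, which is not independent evidence. The TC and ILCP lists share genes with the study's TCP and LTiP lists, so their results are not independent either. The neutrophil list was higher for 11 of 12 members, with a median of 2.33 (3.50 over members of at least 10 CPM), and S100a8 was 18.8-fold higher. Among the 26 TLPs and 207 LTiPs of the mLN alone, the MHC class II, proliferation and MDP/CDP medians were 0.98, 1.97 and 0.82, and those of the ILCP and LTi lists -0.74 and -0.62. The neutrophil, monocyte, macrophage and erythroid medians were -0.25, 0.20, 0 and 0 there, those of T cell, endothelial and ILC1/NK genes 0.03, -0.18 and -0.57, with log2 ratios of -0.39 for S100a8 and -2.89 for Trbc1, against -5.05 for Trbc1 over all sites and -5.73 without well 7. Here too members without a UMI in either mLN group enter as 0, so medians of 0 do not show equal levels. The log2 ratios of Csf1r, Itgam, Mpeg1, Dscam and Ccr8 were 3.31, 3.50, 3.89, -3.22 and -3.50 among mLN cells, against 4.99, 4.52, 4.66, -5.15 and -4.20 over all sites.

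**Figure D3:**
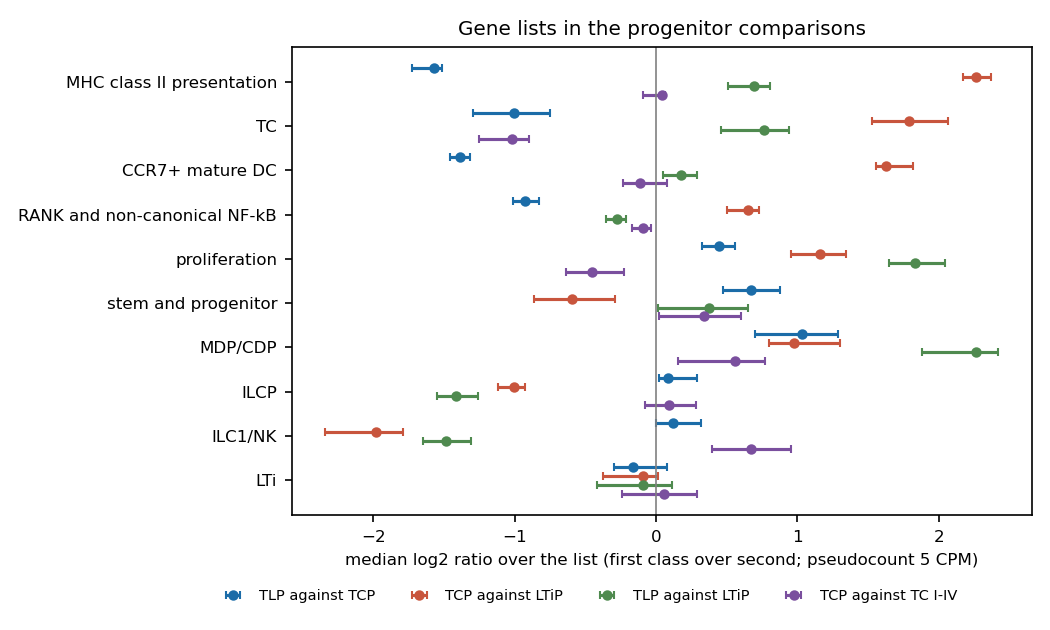
Median log2 ratio (x axis, first class over second, pseudocount 5 CPM) of 10 gene lists (y axis) in 4 comparisons of progenitors. Points are medians over list members and bars their 95% intervals from 200 resamples of the counts; the MHC class II median was -1.57 in TLPs against TCPs and 2.26 in TCPs against LTiPs.

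TCPs were set against differentiated TC I-IV (291 cells) to ask what is gained and lost as TCs mature. TCPs were higher in Il1r2 by 11.3-fold (10.2 to 12.5) and in Siglecf by 21.1-fold (12.5 to 37.9). Also higher were the kynurenine pathway enzyme gene Kmo, by 60.2-fold (33.9 to 118), Plac8, by 30.4-fold (23.3 to 40.4), and the NK receptor gene Klrd1, by 73.4-fold. TC I-IV were higher in Cpe (carboxypeptidase E) by 117-fold, in Ccr7 by 3.63-fold (3.40 to 3.88), in Aire by 2.85-fold (2.38 to 3.43) and in the zinc-finger gene Prdm16 by 5.55-fold (3.10 to 10.96). The surface marker gene Ncam1 and the integrin gene Itgb8, with 0 UMIs in TCPs, were at least 15.3-fold and at least 5.62-fold higher in TC I-IV. Levels of MHC class II genes were alike, with 9 of 16 members higher in TCPs and a median log2 ratio of 0.05 (-0.09 to 0.07) at percentile 54, and H2-Ab1 was at 5791 against 5646 CPM. TC genes were lower in TCPs for 12 of 18 members, with a median of -1.02 (-1.25 to -0.90), while cytokine receptors were higher for 9 of 14, with a median of 0.60, and ILC1/NK genes for 9 of 13, with a median of 0.67 (1.30 over members of at least 10 CPM). The TC list holds Il1r2 and other genes that the study chose for TCPs on these cells, so its result is not independent evidence. Mature DC genes had a median of -0.11 at percentile 17.6, and proliferation genes of -0.45 at percentile 0.17. Macrophage genes were higher in TCPs for 6 of 7 members, with a median of 0.73 (2.32 over members of at least 10 CPM, 1.44 without the 5% of cells with the most UMIs, 1.38 without well 7). Immediate early and heat shock genes were lower in TCPs for 12 of 12 members, with a median of -1.41, and Fos was 16.3-fold (13.5 to 19.9) lower. Without well 14, which held the mLN RorcVenus sort, the log2 ratio of the heat shock gene Hspa1a was -0.86 in place of -4.63, and that of Hspa1b -1.42 in place of -4.45. Csf2, 37.2-fold (24.8 to 58.2) higher in TCPs, had log2 ratios of 4.52 with all cells, 3.86 without well 1, 5.49 without well 8, 5.83 without the 5% of cells with the most UMIs, 5.16 with the mean of per-cell CPM and 3.82 among mLN cells.

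TCs and LTi cells, the RORγt+ lineages of the lymph node, were compared across all sites (357 and 11123 cells) to ask how far their programs part. TCs were higher in Col17a1 by 179-fold (167 to 192), in Mpeg1 by 189.8-fold and in the chemokine gene Cxcl16 by 105-fold. Spi1 was 26.4-fold (24.6 to 28.2) higher, Ccr7 2.97-fold, Aire 5.70-fold and H2-Ab1 2.64-fold (2.60 to 2.68). In LTi cells lymphotoxin α (Lta) was 50.7-fold (34.0 to 79.1) and the barrier cytokine gene Il22 22.5-fold (18.96 to 26.9) higher. So were the IL-23 receptor gene Il23r, by 17.9-fold, the chemokine receptor gene Cxcr6, by 23.7-fold, the Notch ligand gene Dll1, by 16.6-fold, and Il7r, by 14.6-fold. Rorc itself was 1.64-fold (1.59 to 1.69) higher in TCs. MHC class II genes were higher in TCs for 16 of 16 members, with a median log2 ratio of 1.77 (1.71 to 1.83), and proliferation genes for 16 of 16, with a median of 1.65. TC genes were higher for 15 of 18 members, with a median of 2.01, myeloid transcription factors for 10 of 15, with a median of 1.12, and mature DC genes for 13 of 14, with a median of 2.04. LTi genes were lower for 11 of 14 members, with a median of -2.73, and lymphoid transcription factors for 11 of 15, with a median of -1.62. The ILC lists parted: ILCP genes were lower for 10 of 12 members, with a median of -1.48, and ILC2 genes for 9 of 12, with a median of -0.65 (-1.96 over members of at least 10 CPM). ILC1/NK genes were higher for 8 of 13, with a median of 0.10 at percentile 60.1, but their summed level was lower, at 597 against 2305 CPM. The TMM shift was 0.12, smaller than each median given but that of ILC1/NK genes, and the mature DC median was 1.42 without well 11, which held a single TC, and 1.36 among mLN cells. The log2 ratio of Il22 was -4.30 and, without well 7, -4.95, and that of Lta was -4.83 and, without well 14, -4.23. In cells labelled RorcVenus alone the lymphoid transcription factor median was -2.33, and the log2 ratios of Lta, Cxcr6, Dll1, Il23r, Mpeg1 and Col17a1 were -5.62, -5.29, -4.76, -4.54, 7.62 and 7.75, against -4.83, -4.37, -3.95, -3.92, 6.87 and 7.04 with all cells.

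TCs were also compared with CCR7+ conventional dendritic cells (cDCs, 571 cells), another class of antigen-presenting cells that migrate to lymph nodes, to ask what separates them. TCs were higher in Rorc by 61.8-fold (48.8 to 79.6), in Col17a1 by 140.5-fold (109.7 to 183) and in Nccrp1 by 267-fold. They were also higher in the lymphoid surface gene Cd7 by 78.6-fold (65.0 to 96.0), in Tox by 55.5-fold, in Ccr6 by 15.4-fold and in Aire by 3.85-fold (3.37 to 4.42). CCR7+ cDCs were higher in the chemokine gene Ccl5 by 48.5-fold (45.4 to 51.8), in the interferon-induced gene Gbp2 by 29.0-fold and in the IL-15 receptor gene Il15ra by 37.0-fold. They were also higher in the cDC1 genes Xcr1 and Clec9a by 27.7-fold and 18.0-fold, in Ccr7 by 3.96-fold (3.88 to 4.05) and in Fscn1 by 4.39-fold (4.23 to 4.56). Mature DC genes were lower in TCs for 13 of 14 members, with a median log2 ratio of -2.06 (-2.09 to -2.03). LTi genes were higher in TCs for 13 of 14 members, with a median of 1.74 (2.33 without the 5% of cells with the most UMIs). Lymphoid transcription factors were higher for 14 of 15, with a median of 1.75, though their summed level was lower, at 5196.6 against 5935.5 CPM. TC genes were higher for 15 of 18, with a median of 1.08, and proliferation genes for 15 of 16, with a median of 1.88. The median of cDC2 genes was 0.64 at percentile 77.9, and that of cDC1 genes -0.60. Tissue differs here, since 276 of the 571 CCR7+ cDCs were P7 liver cells and 333 of the 357 TCs mLN cells, and among mLN cells alone the cDC1 median was -0.07, so the lower cDC1 genes cannot be set apart from tissue. Other lists moved with Ccl5 and Gbp2. Ccl5 is itself a member of both the ILC1/NK and the mature DC list, and its part in the ILC1/NK summed level was not separated. ILC1/NK genes were lower for 8 of 13, with a median of -0.24 at percentile 0.1 and a summed level of 597 against 11424 CPM, but of 0.71 among mLN cells, and ILC1s were 27.3% of the P7 liver Il7r sort. Interferon genes were lower for 9 of 12, with -0.54, and the summed level of erythroid genes was 216 against 1644 CPM, with a median of -0.15 (-5.85 over members of at least 10 CPM). The MHC class II median was 0.31 with total UMIs but -0.16 with TMM factors, whose shift of 0.52 lowers every median here. Il12b, a subunit of IL-12, was 38.5-fold (34.0 to 43.8) higher in CCR7+ cDCs, a log2 ratio of -5.16 that was -7.65 without well 11, which held 1 of the 357 TCs. The log2 ratio of Col17a1 was 6.77, and 7.52 without well 14. In cells labelled RorcVenus alone (114 TCs and 32 CCR7+ cDCs), the log2 ratios of Rorc, Col17a1 and Il12b were 3.58, 3.78 and -1.17, those of Cd7, Nccrp1 and Il15ra 4.24, 5.13 and -3.83, and the medians of the cDC1, cDC2, lymphoid transcription factor and interferon lists 0.11, 2.56, 0.84 and 0.51.

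Fetal and P7 liver were compared class by class in the Il7r sort, to ask how the same class differs with age. This took in the 14 classes with at least 100 cells at both stages. The fetal list was higher in fetal cells in all 14 classes, with medians from 0.13 to 1.55 and a middle value of 0.61 on the log2 scale. Within it, Igf2bp1 and Igf2bp2, mRNA-binding proteins of fetal tissues, were higher in 14 classes each, with middle log2 ratios of 3.03 and 3.03, and Lin28b was higher in 13, with 1.89. Apoe and the linker histone gene H1f0 were also higher in all 14, with middle log2 ratios of 2.01 and 1.35. MHC class II genes were lower in fetal cells in 13 classes, with a middle median of -0.43, and the exception was preDC1 cluster 5 at 0.06. In CLPs (cluster CLP 1, 2246 fetal and 1210 P7 cells), the fetal list was higher for 11 of 11 members, with a median of 1.32 (1.22 to 1.43), including Igf2bp2 by 25.4-fold (20.8 to 31.5), Dlk1 by 11.4-fold (9.84 to 13.2) and Lin28b by 4.82-fold (4.16 to 5.61). Dntt, the terminal transferase that adds bases at V(D)J joints, was 1507-fold (965 to 2504) higher in P7 CLPs, at 0.633 against 954 CPM, while Rag1 (357 against 358 CPM) and the B cell factor Ebf1 (125 against 131 CPM) were alike. MHC class II genes were lower in fetal CLPs for 16 of 16 members, with a median of -0.57, and B cell genes higher for 7 of 10, with a median of 0.15 at percentile 91.9. ILC1/NK genes were lower in fetal CLPs for 13 of 13 members, with a median of -2.99, among them Ccl5 by 32.4-fold (29.2 to 36.0) and the NK receptor gene Ncr1 by 159-fold. ILC1s were 27.3% of the P7 liver Il7r sort but 1.07% of the FL Il7r sort. Immediate early and heat shock genes were lower in fetal CLPs for 11 of 12, with a median of -1.02. Neutrophil genes were higher in fetal cells in all 14 classes, with a middle median of 1.54, and S100a8 was 23.9-fold (21.1 to 27.0) higher in fetal CLPs, while neutrophils were 19.1% and 0.533% of the sorts. Macrophage, hepatocyte and erythroid lists were likewise higher in all 14, with middle medians of 0.50, 0.25 and 0.18. Summed levels of the hepatocyte and erythroid lists did not follow these medians in all classes, being lower in fetal cells in some and higher in others. In CLPs hepatocyte genes summed to 218 against 270 CPM in fetal and P7 cells, and erythroid genes to 477 against 471 CPM. Stage, gate and well differ together here, and TMM shifts lay between -0.18 and 0.15 over the classes, leaving these class counts at 14 for the fetal list and 13 for MHC class II.

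Fetal anlagen and P7 mLN were compared in 8 innate lymphoid classes with at least 50 cells at both stages, to follow the earliest lymph node cells over birth. Stage, site and well differ together here, and free RNA was not removed. A shift shared by all classes can thus not be assigned to stage alone. In all 8 classes MHC class II genes were lower in fetal cells, with medians from -1.90 to -0.55 on the log2 scale, and H2-Aa, H2-Ab1 and Cd74 (the invariant chain) had middle log2 ratios of -2.17, -1.85 and -1.91. The fetal list was higher in all 8, with medians from 0.30 to 1.42, and Igf2bp1, Lin28b, Apoe and H1f0 were each higher in 8, with middle log2 ratios of 2.37, 2.04, 1.96 and 1.78. In the LTi-2 cluster (2487 fetal and 567 P7 cells), MHC class II genes were lower in fetal cells for 16 of 16 members, with a median of -1.90 (-1.97 to -1.81), and H2-Eb1 was 5.35-fold (5.23 to 5.47) and H2-Ab1 4.49-fold (4.37 to 4.61) lower. The OX40 ligand gene Tnfsf4 was 19.9-fold (17.4 to 22.9) lower and Il4i1 17.2-fold (15.2 to 19.6) lower, while Dlk1, a Notch-like membrane protein of fetal tissues, was 15.3-fold (11.96 to 19.8) higher, H1f0 3.61-fold (3.39 to 3.86) and the coinhibitory receptor gene Ctla4 5.11-fold (4.27 to 6.17). Immediate early and heat shock genes were higher for 8 of 12, with a median of 0.46 (-0.87 in cells labelled RorcVenus alone). In the LTi-1 cluster (86 fetal and 4943 P7 cells), H2-Aa was 5.96-fold (5.38 to 6.63) lower and Cd74 4.36-fold (4.00 to 4.76) lower in fetal cells, and MHC class II genes were lower for 15 of 16 members, with a median of -1.29 (-1.71 to -0.88). H1f0 was 3.72-fold (3.28 to 4.21) and the interferon-induced chemokine gene Cxcl10 2.71-fold (2.41 to 3.03) higher there. LTi genes were higher in fetal cells for 11 of 14 members in LTi-2, with a median of 0.17 at percentile 94.8, and for 11 of 14 in LTi-1, with 0.19 at percentile 98.3. Among single genes, Rorc was at 888 against 860.3 CPM and Ltb (lymphotoxin β) at 1049 against 992 CPM in LTi-2, with Ccr6 at 438 against 551 CPM and Il23r at 572 against 347 CPM, and Il22 at 1175 against 1089 CPM in LTi-1. Without well 1, which held the whole Il7r anlagen sort, LTi-2 kept 39 fetal cells, and there the MHC class II median was -2.75 and the log2 ratios of H2-Eb1, Tnfsf4, Il4i1 and Dlk1 were -3.40, -5.96, -4.53 and 5.26, against -2.41, -3.93, -3.78 and 3.53 with it. In cells labelled RorcVenus alone the median was -2.82, with H2-Eb1, Tnfsf4, Dlk1 and Ctla4 at -3.69, -4.61, 7.21 and 2.84. The LTi-1 median depended on the pseudocount, with -2.0 at 1 CPM and -0.70 at 20 CPM.

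**Figure D4:**
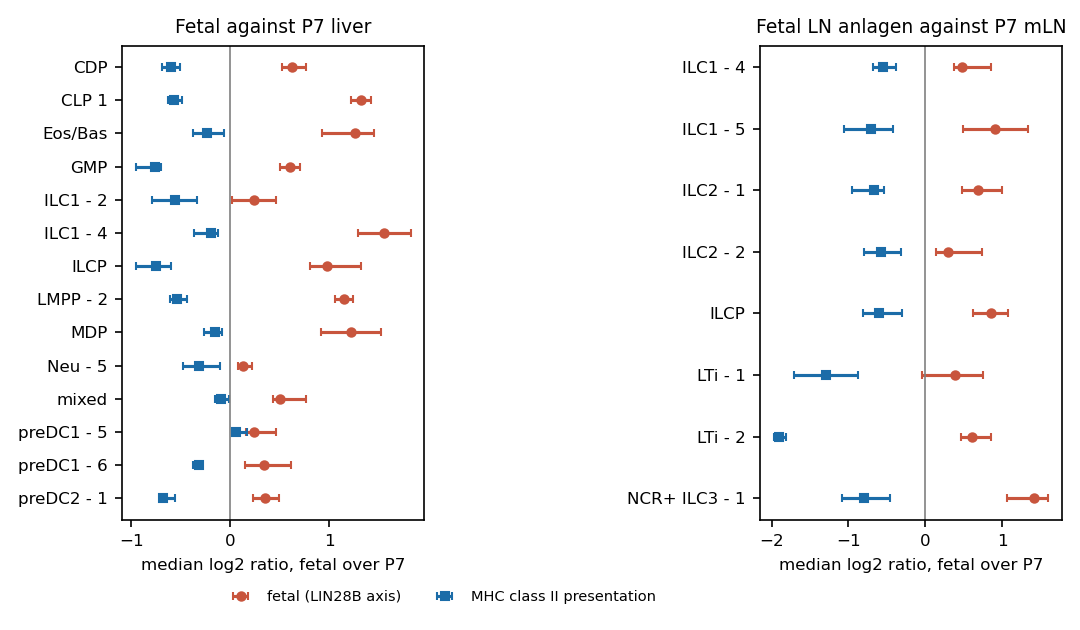
Median log2 ratio of fetal over P7 cells (x axis) for the fetal list and the MHC class II list in each class (y axis), with fetal against P7 liver on the left and fetal anlagen against P7 mLN on the right. Points are list medians with 95% intervals from 200 resamples; fetal list medians lay above 0 in all 14 and 8 classes, and MHC class II medians below 0 in 13 and 8.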

Values the study reported

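The study reported 101,192 cells with a median library size of 10,314 and 17,330 genes.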

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

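The tests of the stage of these barcodes, and the comparison of hashtag medians, were chosen only after the result was seen. In well 6, which held both fetal sorts labelled RorcVenus and fetal bone marrow, 416 of 3607 barcodes were led by hashtag C0314, the tag of the mLN Il7r sort in other wells, and 0 of them were annotated. They drew attention because no comparison uses them and yet they carried an LTi-like program, with Rorc at 997 CPM (956 to 1040), Il7r at 1017 CPM and Il22 at 757 CPM. Annotated cells labelled RorcVenus in the same well had Rorc at 47.2 CPM (anlagen) and 43.6 CPM (FL), against 966 CPM in the mLN RorcVenus sort. The barcodes led by C0314 also held S100a8 at 1169 CPM and Hbb-bs at 599 CPM, neutrophil and erythroid markers. Fetal anlagen LTi cells had these at 35.6 and 0.789 CPM, and the annotated anlagen cells labelled RorcVenus at 30160 and 4388 CPM.

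C0314 led 11.5% of the well's barcodes, which lay between the bounds set for carry-over of free tags and decided nothing. Only the comparison of medians argues against carry-over, with a median C0314 count of 2 in the other barcodes and 3583.5 in those it led. Failure of the study's limits is argued against, since 99.5% of the 416 lay within them, as did 3418 of all 3607 barcodes of the well. Other quality reasons, such as doublets or the clusters that the study left out, were not tested. Fetal RORγt+ cells of the well that carried another tag, and P7 mLN cells, cannot be told apart by stage genes: 56.4% of the 39 genes named between stages in LTi-1 or LTi-2 were nearer to the fetal level, which neither source requires. Over all LTi cells only 27 of them stayed 2-fold apart in the same direction, of which 63.0% were nearer to fetal cells, with 0 of 5 MHC class II genes but 17 of the 22 others. H1f0 was at 837 CPM (778 in fetal and 246 in P7 LTi cells), Tnfsf4 at 5.93 CPM (15.4 and 82.6), and H2-Ab1 at 2755 CPM (608 and 2768), so fetal RORγt+ cells with high MHC class II levels may be among them, which was not tested further.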

How the results depend on the processing

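The comparison within mLN cells was chosen only after the results were seen. No paired analysis was possible because each group has 1 sample and the results come from no test. Named genes gave 3528 values under alternatives, of which 2675 lay within the counting interval, 849 outside it without turning a clear direction and 4 in the other direction. Lists gave 1728 values (1336, 383 and 9), and shares 76 values (30, 46 and 0). Where the cause is not the alternative's own construction, the cause was not tested. Sorts or wells that left fewer than 20 cells of a class gave no value. Rare classes limit precision, with 225 TLPs, 156 TCPs and 215 LTiPs.

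Directions turned within mLN cells for TLPs against TCPs (neutrophil list -0.45, immediate early and heat shock list -0.25, Hspa1a -1.02, S100a8 -0.48) and TLPs against LTiPs (neutrophil list -0.25, T cell list 0.0290, endothelium list -0.18, S100a8 -0.39). They also turned for TCs against CCR7+ cDCs, with an MHC class II median of -0.16 under TMM factors and cDC1 and interferon medians of 0.11 and 0.51 in the RorcVenus sort, and in LTi-2 cells of the RorcVenus sort for C2, a complement gene, at -0.19 and the immediate early and heat shock list at -0.87. Medians whose interval held 0 took the other sign for ILC1/NK genes in TCs against LTi cells, at -0.28 in the RorcVenus sort, for ILC1/NK and erythroid genes in TCs against CCR7+ cDCs, at 0.71 and 0.08 in mLN cells and 0.32 for erythroid genes in the RorcVenus sort, and for myeloid and DC transcription factors in TLPs against TCPs, at -0.06 without the 5% of cells with the most UMIs. Without 1 well so did both ILC1/NK medians, at -0.19 and 0.27, the LTi list in TLPs against LTiPs, at 0.22, and the mature DC list in TCPs against TC I-IV, at 0.21.

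The list medians that answer each comparison (MHC class II, but the TC list for TCPs against TC I-IV, the mature DC list for TCs against CCR7+ cDCs and the fetal list for CLPs) otherwise kept their direction. With TMM factors they were 1.66 for TCs against LTi cells and -2.58 for TCs against CCR7+ cDCs, and over genes of at least 10 CPM the CLP median was 1.63. With the mean of per-cell CPM, medians were -1.43 for TLPs against TCPs, 0.82 for TLPs against LTiPs, 1.91 for TCs against LTi cells, -1.95 for TCs against CCR7+ cDCs and -2.0 for LTi-2. In mLN cells these were -1.17, 0.98, 1.46 and -2.32, without LTi-2. In the Il7r sort the 2 TC comparisons gave 1.97 and -1.78, and in the RorcVenus sort 1.30 and -2.42, with -2.82 for LTi-2. With a pseudocount of 1 CPM, medians were 2.80 for FL TLPs, 1.84 for CLPs, -2.0 for LTi-1 and -2.11 for LTi-2. With 20 CPM they were 1.99, 1.12, -0.70 and -1.39, with 2.12 for TCPs against LTiPs, -0.61 for TCPs against TC I-IV and 1.63 for TCs against LTi cells.

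Without 1 well at a time, medians ranged from -1.71 to -1.44 for TLPs against TCPs, from 2.22 to 2.28 for TCPs against LTiPs, from 0.55 to 0.82 for TLPs against LTiPs and from -1.03 to -0.99 for TCPs against TC I-IV. They ranged from 1.49 to 1.98 for TCs against LTi cells, from -2.28 to -1.81 for TCs against CCR7+ cDCs, from 2.20 to 2.43 for FL TLPs, from 1.24 to 1.37 for CLPs, from -1.34 to -1.27 for LTi-1 and from -2.75 to -1.84 for LTi-2. Shares in the Il7r sort ranged from 0.464% to 0.518% for FL TLPs and, in mLN, from 1.09% to 1.30% for TCPs, from 1.55% to 1.88% for LTiPs, from 1.99% to 2.01% for TCs and from 42.7% to 43.3% for LTi cells.

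With all barcodes within the limits as denominator, LTi shares were 41.3% (Il7r) and 76.5% (RorcVenus) in mLN and 64.4% (Il7r) and 2.99% (RorcVenus) in anlagen, and erythroid and megakaryocyte shares of the RorcVenus sort 32.3% in FL and 21.6% in anlagen. Without the 5% of cells with the most UMIs, the TC share of the mLN RorcVenus sort was 0.810%, and LTi shares were 45.1% (Il7r) and 93.4% (RorcVenus) in mLN and 69.9% (Il7r) in anlagen.

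Shares of cells with a UMI scale with depth by construction. Without thinning, Il7r was in 17.3% of TLPs, 67.0% of LTiPs, 23.7% of TC I-IV, 35.5% of CLPs, 90.6% of LTi cells and 0.924% of erythroid and megakaryocyte cells. Siglecf was in 36.0% of TLPs, 38.5% of TCPs, 3.09% of TC I-IV, 3.16% of CLPs, 3.08% of LTi cells and 12.3% of erythroid and megakaryocyte cells. Spi1 was in 91.6% of TLPs, 86.5% of TCPs, 43.3% of LTiPs, 92.8% of TC I-IV, 89.4% of CLPs, 7.47% of LTi cells and 50.4% of erythroid and megakaryocyte cells. At 1500 UMIs, Il7r was in 2.22% of TLPs, 3.85% of TCPs, 33.0% of LTiPs, 4.12% of TC I-IV, 6.53% of CLPs and 59.0% of LTi cells. Siglecf was in 13.8% of TLPs, 14.1% of TCPs, 0.839% of LTi cells and 1.40% of erythroid and megakaryocyte cells. Spi1 was in 45.8% of TLPs, 44.2% of TCPs, 15.3% of LTiPs, 50.5% of TC I-IV, 33.1% of CLPs, 2.36% of LTi cells and 7.86% of erythroid and megakaryocyte cells.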

Other observations

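The comparisons of TLPs between tissues, of TLPs and TCPs within mLN and of P7 liver cells of the mixed cluster, and the test of neutrophil transcripts across classes, were chosen only after the results were seen, and so were the genes named for them. TLPs of 3 sites (171 FL, 28 anlagen and 26 mLN cells) shared Spi1, at 443, 587 and 666 CPM, but differed in Il1b, Csf2 and Ccl22. Il1b was at 666 CPM in FL and 398 CPM in mLN but 23.1 CPM in anlagen. Csf2 was at 304 CPM in FL and 545 CPM in anlagen but 8.13 CPM in mLN, and Ccl22 was highest in anlagen at 1072 CPM, against 78.6 CPM in FL and 114 CPM in mLN. H2-Ab1 was at 1182 CPM in FL, 2772 CPM in anlagen and 2105 CPM in mLN, and Siglecf at 115, 87.8 and 32.5 CPM. The hemoglobin gene Hbb-bs was at 3345 CPM in anlagen TLPs and 8.99 CPM in FL TLPs.

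The second clustering took no cells from P7 liver, but 370 cells of its Il7r sort lay in the mixed cluster, which also held 157 of the FL Il7r TLPs. Of these 370, 43 (11.6%) had a Rorc UMI. Among those 43, Il1r2 was seen in 81.4%, Ccr6 in 60.5% and Siglecf in 32.6%, against 42.8%, 7.03% and 5.81% of the other mixed cells of P7 liver. In the TLPs of the mixed cluster with a Rorc UMI these shares were 96.6%, 70.5% and 41.1%. In the 2822 P7 liver cells outside the mixed cluster with a Rorc UMI they were 6.45%, 8.75% and 4.15%. Csf2 was seen in 9.30% of the 43 cells and Il7r in 18.6%. Median depths were 11846.5 UMIs for the mixed cells of P7 liver, 9986 for the TLPs and 10390 for the other P7 liver cells. The groups were formed from Rorc counts, and no cell of P7 liver was named a TLP.

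TLPs came mostly from FL and TCPs from mLN, so genes that separate them may reflect tissue and stage. Between 210 FL and 336 mLN ILCPs the 24 named genes, signed by their direction in TLPs against TCPs, had a median log2 ratio of 1.14, or 30.8% of the 3.70 between TLPs and TCPs, which lies between the bounds set for either reading. The 12 genes higher in TLPs had a median of 1.97 in ILCPs and, among mLN cells alone, of 0.75 (0.31 to 1.39), or 20.4% of their 3.66 over all sites, so tissue and stage could make up much of their difference. The 12 higher in TCPs had 1.05 in ILCPs and 3.81 (3.61 to 4.39) among mLN cells, or 101% of their 3.76 over all sites, where the choice of genes alone requires 2.29. The difference in these 12 genes thus did not shrink within mLN. Both classes were clustered on these same counts, so mLN cells with these genes would tend to be named TCPs. The comparison therefore cannot exclude tissue and stage as a cause, and only 26 TLPs came from mLN.

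Neutrophil and erythroid genes in FL TLPs were consistent with free RNA, since their summed levels were 0.525 (0.503 to 0.548) and 0.373 times those of FL CLPs. Without Mpo, Prtn3, Ctsg and Elane, which progenitors also express, the neutrophil ratio was 1.12 (1.07 to 1.18). These ratios cover FL TLPs only, whose erythroid genes summed to 55.6 CPM, against 940 CPM in TLPs of all sites. Across 15 FL classes outside the neutrophil, GMP, monocyte and erythroid lineages, S100a8 was at 196 to 2222 CPM, against a median of 17.54 CPM in 31 P7 liver classes. The ratio of S100a9 to S100a8 in those FL classes differed from that in neutrophils by at most 1.38 times, but in P7 liver classes by at most 1.61 times as well, so it decides nothing. Neutrophils and GMPs were 25.6% of the FL and 1.01% of the P7 liver Il7r sort, and whether RNA from them raised neutrophil genes across fetal classes stays open.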
